A study of Homo sapiens with 2 samples. Its data were reported in "Relationship between Gene Body DNA Methylation and Intragenic H3K9me3 and H3K36me3 Chromatin Marks" (2011).

How the data were processed

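Total RNA of HCT116 cells, a human colorectal cancer line (HCT116-WT), and of HCT116-DKO cells, which derive from it and carry disruptions of both DNMT1 and DNMT3B, was labelled with biotin and hybridized to Affymetrix Human Exon arrays. Both cultures were grown in the same medium without treatment. GEO's labels give 1 array per group, so there were 2 arrays and 1 comparison, HCT116-DKO against HCT116-WT.

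The authors deposited log2 signals, 1 value per exon-level probe set and array. The submitters' processing notes name RMA as the method of background correction, normalization and summary. The study's methods name Affymetrix Expression Console for the arrays and, for exon-level intensities, RMA in Partek Genomic Suite. Which of these programs made the deposited values, and which arrays were normalized together, is not given in the sources used here. The study annotated genes on hg18, and the deposited values carry no positions. The 2 columns did not share 1 distribution, so a scaling after deposit was among the alternatives tried. For arrays there is no read depth, and their number limits the precision.

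Probe sets were named through GEO's annotation of the platform, dated 2014, and older symbols were updated through NCBI's RefSeq gene table for assembly GRCh38.p14. That table was used only for names, for the chromosome of a gene and for the order of neighbouring genes. Of 287329 probe sets, 261481 (91.0%) had 1 gene, 8947 had several and 16901 had no gene name. Probe sets of several genes were left out of gene levels. After the update, 99.4% of the 16920 symbols were current.

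Gene levels were computed by median polish over the probe sets of a gene, which is the summary step of RMA. The log2 difference is always HCT116-DKO minus HCT116-WT. The SD beside a gene is the spread of this difference over its probe sets within the same pair of arrays and is no replicate error. Background of an array was the 95th percentile of the levels of 286 olfactory receptor genes, taken as a reference of mostly low signal. Background was 7.08 in HCT116-WT and 7.30 in HCT116-DKO. Not all of these genes need be silent in colon cells, and OR3A1 was at 9.32 in HCT116-DKO. A gene counted as changed when it had at least 3 probe sets, differed by at least 1 on the log2 scale, had at least 75% of its probe sets differing in that direction, and lay above background in the array where it was higher. For a gene not above background in the dimmer array, the fold was written as at least N-fold, from the brighter level against background or the gene's own dim level, whichever was higher.

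No test was run on differences, since a test needs replicates. For gene lists, the counts of changed members and the median difference were taken. The median was placed among the medians of 10000 random lists of the same size, matched on mean level in 20 bins. This percentile describes these arrays only, because genes are not replicates. The 24 lists, the rule for changed genes and the rule for naming genes were fixed before the data were examined. They covered DNA methylation writers, readers and erasers, histone methylation enzymes, germline and cancer-testis genes, interferon-stimulated genes, antigen presentation, promoter-methylated genes of colorectal cancer, imprinted genes, HOX genes, clustered protocadherins, proliferation, p53 targets, replication-dependent histones, Wnt targets, ZNF and other zinc finger genes, genes that the study assayed or targeted singly, and references. Epithelial, mesenchymal, blood, endothelial and neural markers stood for cell types a culture could hold.

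The genes named were DNMT1, DNMT3A and DNMT3B, the 15 changed genes with the largest increase and the 15 with the largest decrease, the 8 most changed ZNF genes of chromosome 19, up to 4 changed members of each list (or up to 2 members above background where none changed), and the genes that the study assayed or targeted singly. A gene named outside this rule was chosen after its values were seen.

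For exon-level differences, genes above background in both arrays with at least 5 probe sets were searched for probe sets whose difference departed from that of the gene by at least 2 on the log2 scale. A planned comparison of expression change with the CpG density of gene bodies was not run, because no genome sequence was used here.

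The procedure was tested on simulated data for the comparison of HCT116-DKO with HCT116-WT, with all 16920 genes in the step. The simulation redrew the real departures of probe sets around unchanged genes and added known differences to well expressed genes. Of 50 genes with a true log2 difference of 1 in size, 24 were called, and of the sets of 50 with a size of 1.5, 2 and 3, all 50 were called in each. Of 16053 genes left unchanged, 0 were called. The redrawn departures were centred on each gene, so they hold no difference between cultures or arrays that a whole gene shares. This 0 therefore follows from the setup and gives no rate of false calls with 1 array per group. Genes not above background in HCT116-WT were given no known difference.

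Alternatives were the mean in place of median polish, quantile normalization or median centring of the arrays, only bright probe sets, only odd-numbered or only even-numbered probe sets in the order of their IDs, other thresholds of size, background and direction, a higher minimum of probe sets, probe sets of several genes kept, a wider zinc finger list and unmatched random lists. Levels below background set to background, and the removal of the genes of distal chromosome 11, were added after seeing the data. Computations used Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.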

Results

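Gene expression was measured in the colorectal cancer line HCT116 (HCT116-WT) and in a derivative of this line in which the DNMT1 and DNMT3B genes are both disrupted (HCT116-DKO). DNMT1 copies DNA methylation onto newly replicated strands and DNMT3B sets new methylation, so the pair of arrays asks which transcripts differ when both enzymes are disrupted. Each array gave a log2 signal per exon-level probe set, with a median of 8.28 in HCT116-WT and 8.37 in HCT116-DKO, and 261481 probe sets belonged to 1 gene. The arrays correlated with Pearson r = 0.954 across probe sets, which are not independent replicates. Of 16253 genes with at least 3 probe sets, 11405 (70.2%) lay above background in HCT116-WT and 11166 (68.7%) in HCT116-DKO. There were no replicates, so no value below has a replicate error or a p-value. The verbs rose and fell are used only for genes that passed the fixed rule of size.

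The targeted genes both fell in HCT116-DKO. DNMT1 fell from a log2 level of 10.63 to 9.36, a difference of -1.26 (SD over probe sets 1.52), which is 2.40-fold. All 50 of its 50 probe sets were lower in HCT116-DKO. DNMT3B fell from 8.32 to 6.91, below background in HCT116-DKO, a difference of -1.41 and at least 2.03-fold, with 30 of 32 probe sets lower. DNMT3A, the remaining methyltransferase that sets new methylation, was at 8.61 and 9.02, a difference of 0.41, and did not count as changed.

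The loss of DNMT1 and DNMT3B signal was uneven along both genes. In DNMT1, 4 probe sets between places 42 and 46 in the order of their IDs differed by -5.61 to -7.24, while the other 46 had a median of -1.18, or 2.26-fold lower. In DNMT3B, 9 probe sets between places 13 and 29 differed by -3.63 to -5.73. The other 23 had a median of -0.90, or 1.86-fold lower, which is less than the rule demands. At places 1, 2 and 4 the differences were -0.08, -0.03 and -0.04, with levels of 11.56, 9.94 and 10.14 in HCT116-DKO. The fall of the DNMT3B level below background thus rests on part of its probe sets. The limit of -3.5 that sets the strongly lower probe sets apart was chosen after their values were seen. The exon of each probe set was not used here.

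**Figure D1:**
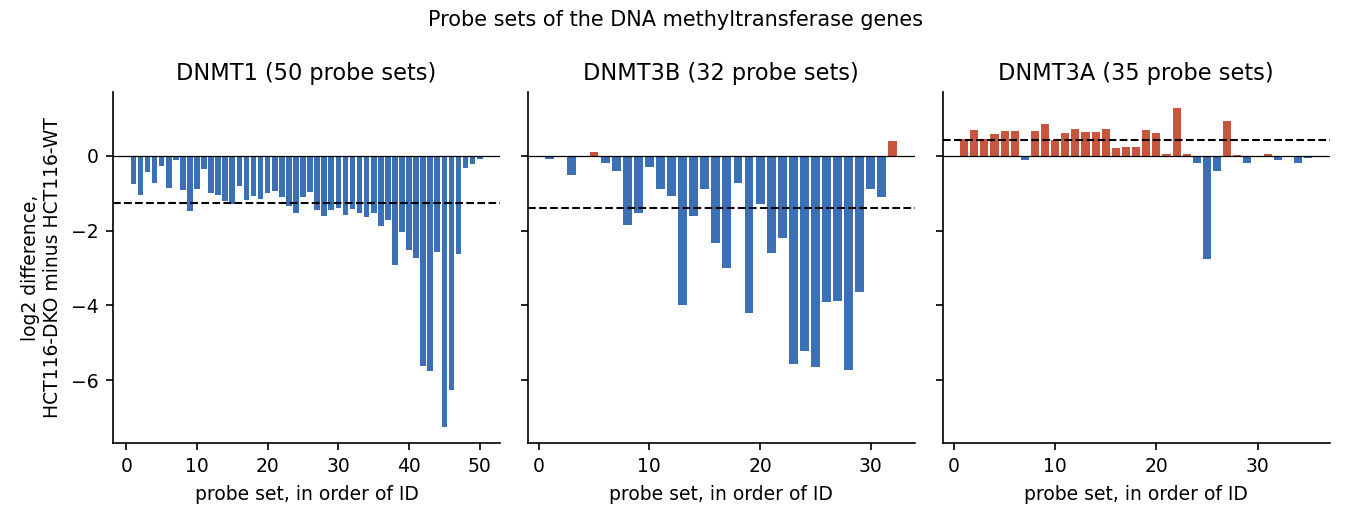
Log2 difference of each probe set, HCT116-DKO minus HCT116-WT, in the order of probe set IDs for DNMT1, DNMT3B and DNMT3A, with 1 array per group; each bar is a probe set, blue below 0 and red above, and the dashed line is the difference of the gene (-1.26, -1.41 and 0.41). Strongly lower probe sets are grouped in DNMT1 and, less tightly, in DNMT3B.

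Across the genome, transcripts rose far more often than they fell in HCT116-DKO. Of 16253 genes, 433 rose and 87 fell, so that 83.3% of the 520 changed genes were higher in HCT116-DKO. Most genes that rose were not above background in HCT116-WT. Among genes above background in both arrays, 170 of 10782 rose and 59 fell, whereas among the 1007 genes above background in 1 array only, 263 rose and 28 fell. The median difference over all genes was 0.02. The counts depended on the settings and ranged from 78 (only bright probe sets) to 921 (a log2 threshold of 0.58) for genes that rose and from 20 to 292 under the same settings for genes that fell.

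The 15 genes with the largest measured log2 increase all started below background in HCT116-WT. MAL2, a membrane protein of epithelial transport, rose from 5.88 to 12.18, at least 34.4-fold. TDRD1, a germline protein of the piRNA pathway that silences transposons, rose from 4.24 to 10.48, at least 10.5-fold. INA, a neuronal intermediate filament, rose from 5.71 to 11.89, at least 28.2-fold, and UCHL1, a neuronal ubiquitin hydrolase, from 6.45 to 12.29, at least 37.0-fold. The linker histone gene H1-1 rose at least 35.4-fold, with 3 of its 4 probe sets higher and an SD over probe sets of 3.27. CTCFL, the germline relative of the insulator protein CTCF, rose at least 33.6-fold. JAM3 and TXNIP, which encode a junction protein and an inhibitor of thioredoxin, rose at least 18.6-fold and at least 18.7-fold. FAM111B, TSPYL5, MUC15, RXFP1, TUSC3, HDGFL3 and QNG1 were the others, with bounds from at least 5.23-fold for MUC15 to at least 13.7-fold for TUSC3. HCT116-WT levels below background have no order, so this naming by log2 difference is no ranking by fold, and SPARC, with at least 21.4-fold, exceeds the bounds of these last genes.

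The 15 genes with the largest measured log2 decrease were of mixed kinds, with the growth factor ligands EREG and KITLG at their head. The ligand of the EGF receptor EREG fell from 11.35 to 7.20, at least 16.6-fold, and KITLG, the ligand of the receptor KIT, fell from 12.33 to 8.25, a 17.0-fold difference seen in 13 of 13 probe sets. The nuclear receptor NR5A2 fell from 10.11 to 6.64, at least 6.99-fold. CYP24A1, which breaks down vitamin D, fell from 12.61 to 9.70 (7.50-fold), ADGRF1 from 10.21 to 7.39 (7.07-fold) and the transporter ABCC2 from 10.26 to 8.01 (4.74-fold). PRKACB, PHLDB2 and CRABP2 fell 4.28-fold, 4.21-fold and 4.11-fold. FGFR2 fell from 7.97 to 5.72, at least 1.59-fold. ZNF738, PNPLA4, ZC4H2, SWAP70 and ZNF711 also fell, each below background in HCT116-DKO. Their bounds and that of FGFR2, of which at least 4.04-fold for ZC4H2 was the highest, do not show that they fell more than other genes.

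ZNF genes on chromosome 19, which encode zinc finger repressors and lie in clusters there, had a larger share of risen members than the other genes of that chromosome, mainly among genes above background in 1 array only. Of 194 measured ZNF genes on chromosome 19, 15 rose (7.73%), 1 fell and 178 were not changed. Among the other 927 genes of the chromosome, 9 rose (0.971%) and 1 fell, the latter being DNMT1. Among genes above background in both arrays, 2 of 72 ZNF genes and 5 of 704 other genes of the chromosome rose, and this difference in shares was not tested. With background exceeded in 1 array only, 13 of 23 ZNF genes and 4 of 48 other genes of the chromosome rose. The count for such ZNF genes of other chromosomes was 6 of 19. Among 219 ZNF genes of other chromosomes, 6 rose (2.74%) and 2 fell, which makes 21 and 3 of all 413 ZNF genes. ZNF114 rose from 7.54 to 9.74, 4.60-fold, and was above background in both arrays. ZNF350 (4.45 to 7.33), ZNF550 (5.87 to 8.08), ZNF570 (5.68 to 7.87), ZNF426 (5.74 to 7.92), ZNF266 (5.42 to 7.47) and ZNF649 (5.45 to 7.30) rose from below background, ZNF350 at least 1.19-fold and ZNF570 at least 1.73-fold. ZNF738 fell from 8.10 to 5.14, at least 1.74-fold.

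The median difference of the ZNF genes on chromosome 19 was 0.22, and 130 of 194 (67.0%) had a positive difference. It lay above all 10000 matched random lists, whose highest median was 0.11. ZNF genes of other chromosomes had a median of 0.05. Quantile normalization brought the medians to 0.11 on chromosome 19 and -0.049 elsewhere, and median centring, which lowers every gene alike by 0.09, to 0.13 and -0.045. The 72 ZNF genes of chromosome 19 above background in both arrays had a median of 0.03, and the 99 that were above background in neither had a median of 0.33. The shift of the median thus rests largely on genes whose own difference is not measured reliably. The study named ZNF genes of this chromosome as activated with these samples, so the list is not independent evidence of its direction. It also reported loss of promoter methylation and changed histone marks at activated ZNF genes, from assays other than these arrays. The number of ZNF genes of chromosome 19 that rose here was 41 without the demand on background and 4 when levels below background were set to background.

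**Figure D2:**
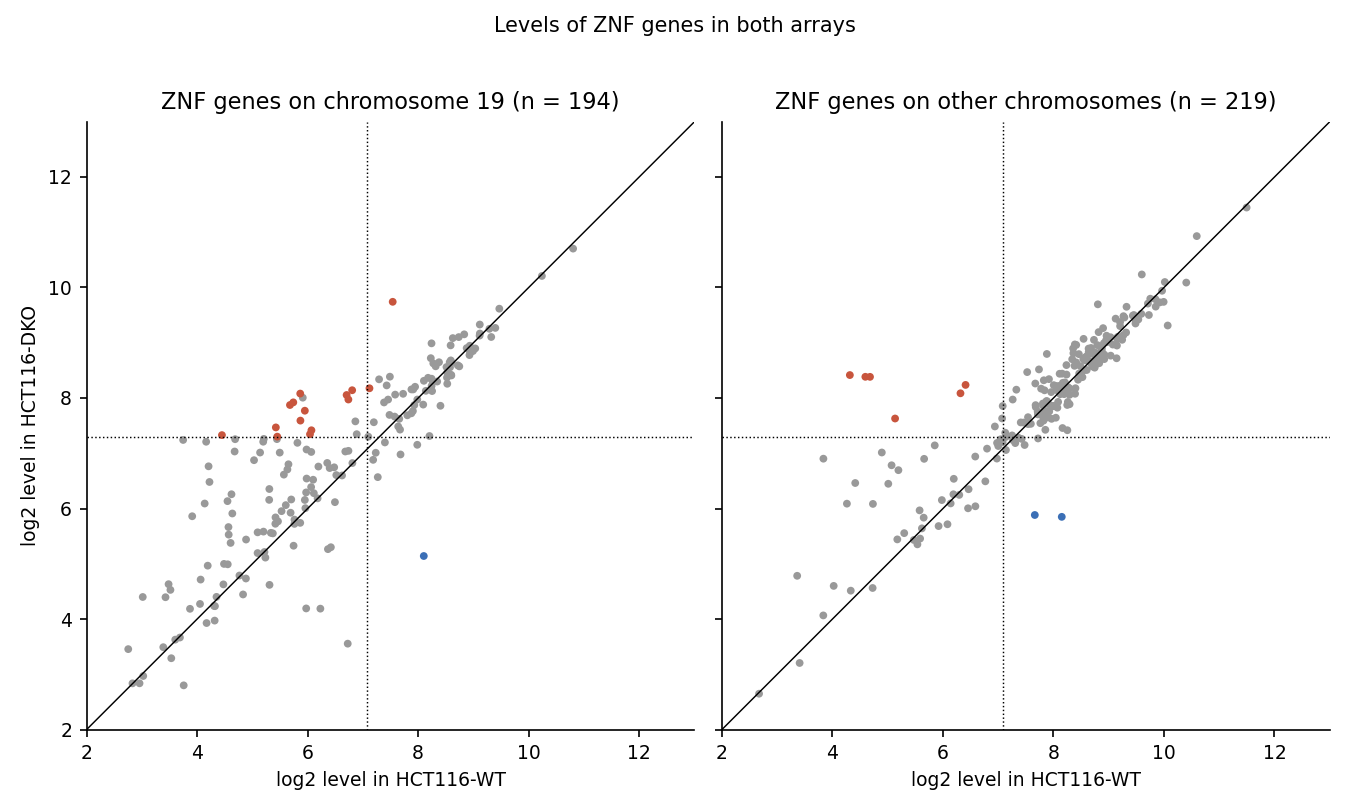
Log2 level of each ZNF gene in HCT116-WT (horizontal) and HCT116-DKO (vertical), for 194 genes of chromosome 19 and 219 genes of other chromosomes, with 1 array per group. Points are genes, red where they rose, blue where they fell and grey otherwise, the solid line marks equal levels and dotted lines mark background, and on chromosome 19 genes below background in HCT116-WT lie mostly above the line of equal levels.

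Many genes of the interferon response rose in HCT116-DKO. Of 44 interferon-stimulated genes, 22 rose, 0 fell and 22 were not changed, and 41 had a positive difference. The median difference was 1.20, above all 10000 matched random lists (highest 0.26). The antiviral GTPases MX2 and MX1 rose from 6.04 to 10.35, at least 9.67-fold, and from 6.49 to 10.68, at least 12.1-fold. SAMD9 rose from 4.83 to 9.02 and IFIT2 from 5.13 to 8.71, at least 3.83-fold and at least 3.10-fold. Of 18 antigen presentation genes, 5 rose and 0 fell, with a median of 0.65. The immunoproteasome subunits PSMB8 and PSMB9 rose at least 2.87-fold and 3.97-fold, the peptide transporter TAP1 rose 2.27-fold (9.32 to 10.50), and HLA-DPA1 rose from 7.67 to 9.47. Blood cell markers, which other cells in a culture would bring, had 1 of 21 members changed, LCP1, which rose from 6.30 to 7.48, and 13 members above background in neither array.

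Germline genes were switched on in part. Of 61 germline and cancer-testis genes, 17 rose, 0 fell and 44 were not changed, and 52 were not above background in HCT116-WT. Besides TDRD1 and CTCFL, TSPYL5 rose from 4.86 to 10.57, at least 11.2-fold, and SOHLH2, a transcription factor of germ cells, from 5.82 to 10.07, at least 7.92-fold. The median difference was 0.22, higher than 99.99% of matched random lists, and 0.061 after quantile normalization. Of 67 genes listed as promoter-methylated in colorectal cancer, 11 rose and 0 fell. These included UCHL1, SPARC (6.80 to 11.50, at least 21.4-fold), VIM (8.35 to 11.90, 11.7-fold) and ITGA4 (4.90 to 7.78, at least 1.63-fold). The median of that list was 0.13, higher than 99.4% of matched random lists, and -0.02 after quantile normalization, which moved the median of all genes by -0.09.

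Some developmental and mesenchymal genes rose as well. Of 36 HOX genes, 9 rose, 0 fell and 27 were not changed. Those that rose included HOXB2, HOXB3, HOXB4, HOXB5, HOXB6 and HOXB7, which are neighbours on chromosome 17, so most of the rises lie in a single cluster. The HOX median of 0.11 lay within the middle 95% of matched random lists (percentile 92.5) and was -0.08 with even-numbered probe sets. The HOX genes that rose were led by HOXB2 (6.91 to 10.76, at least 12.8-fold), HOXD13 (7.39 to 10.21, 7.03-fold), HOXB5 (7.30 to 9.89, 6.04-fold) and HOXB6 (8.14 to 10.65, 5.72-fold). Of 31 mesenchymal and fibroblast markers, 7 rose, 0 fell and 24 were not changed, with a median of 0.16 and 0.029 after quantile normalization. CDH2, the N-cadherin gene, rose from 5.64 to 9.39, at least 4.97-fold, and COL6A1 rose from 9.31 to 10.94, 3.09-fold, next to SPARC and VIM, which the promoter-methylated list also holds. Of 21 neural markers, 4 rose and 0 fell, with NEFH at least 5.05-fold and STMN2 at least 5.99-fold higher beside INA and UCHL1. Among 30 epithelial and colon markers 0 rose and 1 fell, CA2, from 10.23 to 8.75. Among 16 endothelial markers 0 changed, with ENG at 8.01 and 8.67 and CLDN5 at 7.55 and 7.39.

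**Figure D3:**
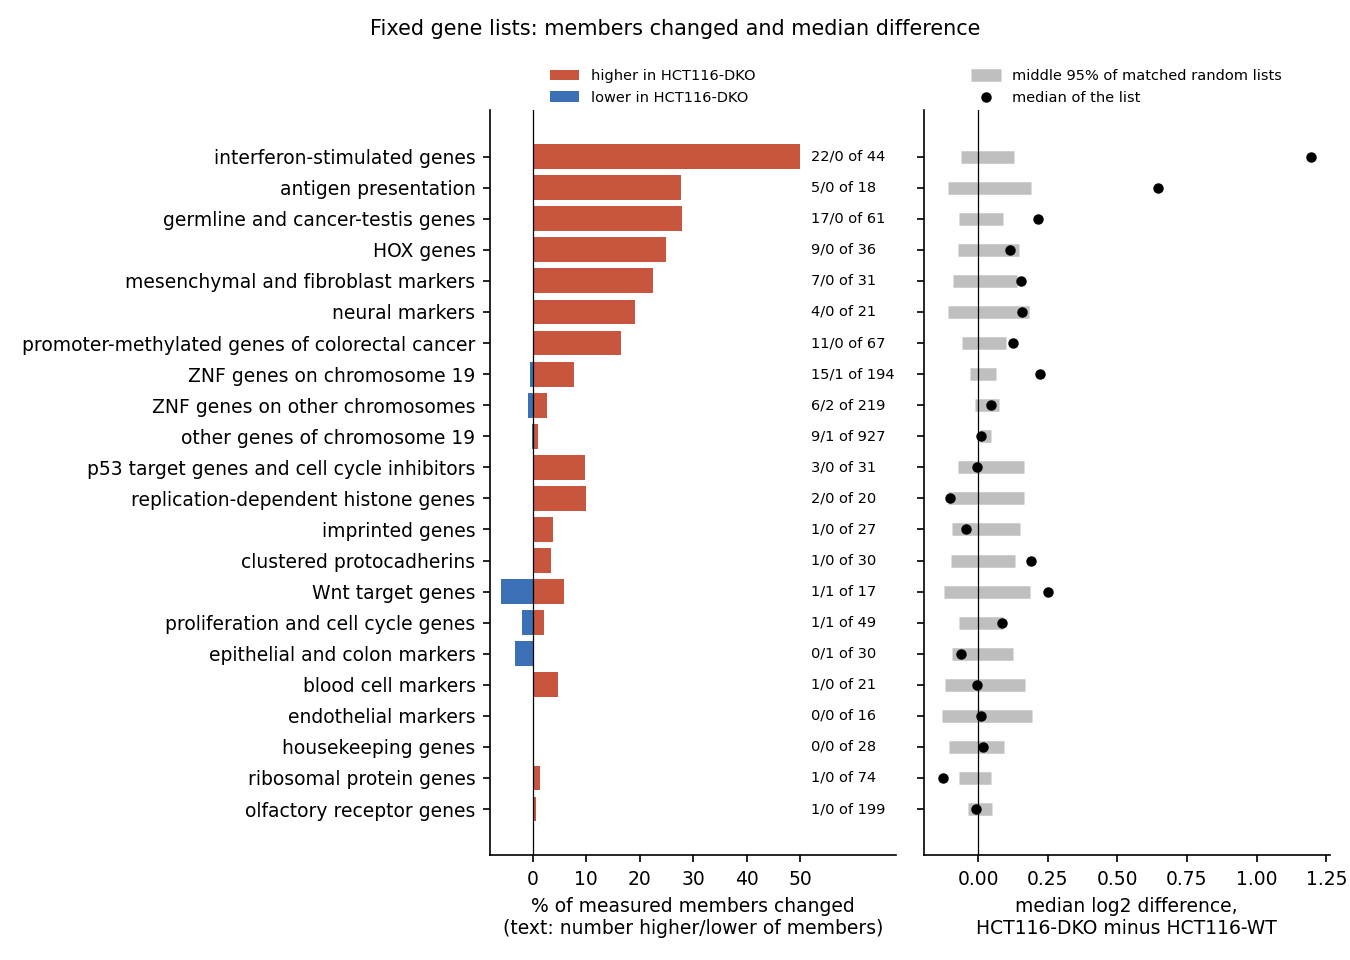
Share of measured members that changed (left, in percent, red higher and blue lower in HCT116-DKO, with counts) and median log2 difference, HCT116-DKO minus HCT116-WT (right, black points), for fixed gene lists, with 1 array per group; grey bars hold the middle 95% of the medians of 10000 random lists matched on level. Interferon-stimulated genes stand farthest to the right, at 1.20, and lists near 0 can change sign with the scaling of the arrays.

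Most members of the growth and reference lists were not changed. Of 49 proliferation genes, CDC25C rose (8.58 to 9.88) and MYC fell (12.74 to 11.61), and 47 were not changed. Of 31 p53 targets and cell cycle inhibitors, 3 rose, TP53I3 (2.42-fold), GADD45B (2.34-fold) and TIGAR (2.26-fold), and 0 fell. Of 17 Wnt targets, BAMBI rose 3.51-fold and MYC fell, and the median of 0.25 (percentile 99.4, interval over members -0.30 to 0.48) was 0.087 after quantile normalization. Of 27 imprinted genes only PEG10 changed, rising 12.1-fold from 8.22 to 11.81. Of 30 clustered protocadherins PCDHB14 rose, at least 1.32-fold, and 23 had a positive difference, with a median of 0.19 (percentile 99.6) that was 0.071 after quantile normalization. Of 20 genes on the list of replication-dependent histones H1-1 and H1-5 rose, the latter from 7.14 to 9.95. That list was drawn by a pattern of symbols, so linker histones not tied to replication can be among its members. Among 28 housekeeping genes 0 changed, with B2M at 10.95 and 11.91 and GUSB at 9.70 and 10.39. Ribosomal protein genes had a median of -0.13, lower than all but 0.03% of matched random lists, and 1 of 74 changed, RPL10L, which rose 2.03-fold. Of 199 olfactory receptor genes with at least 3 probe sets, OR3A1 rose, from 5.84 to 9.32.

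The lists of DNA methylation genes and of histone methylation enzymes held few changed members. Of 15 DNA methylation writers, readers and erasers, DNMT1 and DNMT3B fell and 13 were not changed. Of 26 enzymes of H3K36, H3K9 and H3K27 methylation, SUV39H1, which methylates H3K9, fell from 9.71 to 8.51, 2.30-fold. The H3K36 methyltransferase SETD2 was at 9.49 and 9.56. Of 81 other zinc finger genes 4 rose and 0 fell, ZFP42 (5.44 to 10.22, at least 8.85-fold), ZFP82 (4.10 to 7.99), ZFP3 (5.33 to 8.51) and ZFP37 (6.35 to 7.94). On chromosomes other than 19, ZNF300, ZNF334, ZNF140 and ZNF501 rose at least 2.52-fold, 2.47-fold, 2.47-fold and 1.46-fold. Of 11 measured genes that the study assayed or targeted singly, most of them picked for chromatin marks or DNA methylation, the only changed ones were DNMT1 and DNMT3B, which fell. POLD1 (9.52 and 9.47), NFKBIB (9.28 and 9.43), LSM4 (11.39 and 11.32), NOTCH3 (8.57 and 8.40) and RFX2 (8.20 and 7.98) had near-equal levels, and NLRP11 and ZNF563 were above background in neither array.

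Single probe sets rarely departed from their gene. In 10358 genes with 181139 probe sets, 644 probe sets (0.356%) departed by at least 2 on the log2 scale, 395 upward and 249 downward, in 466 genes. In 43 genes at least 3 probe sets did so. DPEP3 had 11 and PER3 had 7, followed by OSBPL1A, SERINC2, IFI27 and ZNF606 with 6 each. The 6 of OSBPL1A were all downward with a median departure of -2.35, and those of SERINC2 all upward with a median of 2.11, while the genes themselves differed by -0.39 and -0.15. These genes were named after their values were seen. The number of departing probe sets was 133 at a threshold of 3 and 320 among probe sets above background.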

Values the study reported

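The study cited an earlier report that HCT116-DKO cells have lost 95% of their DNA methylation. Its own bisulfite assay found nearly all methylation gone from LINE1 repeats, and its profiles showed less methylation in promoters and gene bodies. Some genes with H3K36me3 still kept much of their gene body methylation, as bisulfite assays also showed for POLD1 and NFKBIB. From the exon arrays the study gave a reduction of DNMT1 transcription by 2.5-times in HCT116-DKO cells. Its H3K36me3 profile of DNMT1 lacked signal over the deleted exons in these cells.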

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

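The counts of probe sets outside the gene table and the tests of explanations for interferon and ZNF genes were chosen after the result was seen. Probe sets outside the gene table also differed mostly upward. Of 16901 probe sets with no gene name, 125 were at least 4-fold higher in HCT116-DKO and above background there, against 16 that were lower by as much and above background in HCT116-WT. Of 8947 probe sets of several genes, 253 were higher and 7 lower by the same rule, while among the 261481 probe sets of 1 gene the counts were 3389 and 429. The gene levels of the report leave both former groups out, though 1 alternative kept the probe sets of several genes, and no gene can be named from them here.

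The rise of interferon-stimulated genes was not limited to genes below background in HCT116-WT, since 11 of the 25 members above background in both arrays rose, and these 25 had a median difference of 0.79. A shift of all genes at these levels is argued against by matched random lists, whose highest median was 0.26 against 1.20. Blood cells in the HCT116-DKO culture stay open, since only 8 of 21 markers were above background in at least 1 array, and these went both ways, with a median of 0.019 (interval over members -0.30 to 0.82) and a rise of LCP1. A difference between the cultures other than genotype may be the source just as disruption of DNMT1 and DNMT3B may be, and these cannot be told apart with 1 array per group. Of 10 measured interferon genes 0 changed, and 9 were above background in neither array.

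The positive shift of ZNF genes on chromosome 19 rests largely on genes above background in neither array, so it is read only as a median against matched lists and not gene by gene. A shift of all genes at the same level is argued against by matched random lists (highest median 0.11 against 0.22), and a shift of the whole chromosome by its other genes, with a median of 0.011. Hybridization shared among ZNF sequences may contribute, since such ZNF genes of other chromosomes had a median of 0.20 against 0.33 on chromosome 19, and their interval over members, -0.00067 to 0.31, reaches that of chromosome 19 (0.22 to 0.47). From these arrays it cannot be told apart from a rise of the genes themselves without probe sequences. The study's chromatin and methylation assays bear on the ZNF genes it called activated. They were not compared here with the genes above background in neither array. An effect of the knockout stays open and was not tested, for want of replicates.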

How the results depend on the processing

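No paired analysis was possible because each group has 1 array. The settings were planned, except for levels below background set to background and the removal of distal chromosome 11, which were chosen after seeing the data. DNMT1 ranged from -1.12 to -1.66 and DNMT3B from -1.18 to -2.07 over their 6 alternatives. Of 562 values for 94 named genes, 560 moved by less than the spread over probe sets, 2 moved further and 0 turned. This spread is wide, with an SD of 3.06 for MAL2 and 1.52 for DNMT1. A median over the same probe sets can hardly move that far, so the 560 are no evidence of stability. Quantile normalization and median centring moved the median of all genes by -0.09 each and gave 385 genes higher with 109 lower and 392 with 112. The shifts in counts under other thresholds of size follow from the settings' own construction. A log2 threshold of 1.5 gave 270 genes higher and 31 lower, and a threshold of 0.58 gave 921 and 292. The 99th percentile as background gave 221 higher and 78 lower, so that 73.9% of changed genes were higher. It put background at 7.79 in HCT116-WT and 8.69 in HCT116-DKO, against 7.08 and 7.30 in the main setting. Background thus went up more in HCT116-DKO, which weighs on genes higher there. Only bright probe sets left 11577 genes and raised background to 10.70 in HCT116-WT and 10.27 in HCT116-DKO, since the same filter acts on olfactory receptor genes. It gave 78 genes higher and 20 lower, with members higher in germline (9), interferon (8), antigen presentation (3), promoter-methylated (3), HOX (2), mesenchymal (3), ZNF chromosome 19 (1) and other ZNF genes (0), and medians of 2.69 for germline and 0.055 for ZNF genes of chromosome 19. ZNF genes of chromosome 19 that rose numbered 41 with no filter on low levels and 4 with levels below background set to background, where the ZNF median of other chromosomes was 0.10 and that of chromosome 19 stayed at 0.22, which is the difference between the 2 backgrounds and so no evidence of its own. Odd-numbered probe sets gave 7 promoter-methylated genes. The cause was not tested for that count, nor for the germline median of 0.061 and the ZNF median of other chromosomes of -0.049 after quantile normalization. Median centring lowers every gene alike by 0.09, so the ZNF median of other chromosomes of -0.045 and the other sign changes under it follow by construction and say nothing about the lists. Other medians that changed sign included those of promoter-methylated genes (-0.02 after quantile normalization), HOX genes (-0.08 with even-numbered probe sets), all ZNF genes (-0.00615 after quantile normalization, -0.00103 after median centring) and of proliferation genes (-0.00375 after median centring). Probe sets departing from their gene numbered 133 at a threshold of 3 and 320 above background. Comparisons with CpG density were not run. Genes above background in neither array (4464) cannot count as changed, and their differences are not read gene by gene.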

Other observations

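The piRNA, cholesterol and interferon gene lists, the neighbour pairs, the segment of chromosome 11 and its tests were chosen after the result was seen. Genes of the piRNA pathway, which silences transposons in germ cells, were raised in part. Of 19 measured members 8 rose and 0 fell, namely TDRD1, TEX15 (4.42 to 8.43), RNF17 (3.70 to 7.46), MAEL (4.47 to 7.85), HENMT1 (4.77 to 7.71), TDRD5 (5.16 to 7.41), TDRKH (7.71 to 9.04) and TDRD7 (8.28 to 9.50). The PIWI genes PIWIL1, PIWIL2, PIWIL3 and PIWIL4 were above background in neither array, and GTSF1 was at 11.92 in HCT116-WT and 11.99 in HCT116-DKO. TDRD1, TEX15, RNF17 and MAEL also belong to the germline list above.

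Of 18 measured enzymes of cholesterol synthesis, 2 fell, 1 rose and 15 were not changed, and 15 had a negative difference, with a median of -0.55. The list was put together after such differences were seen, so this describes it and tests nothing. HMGCS1 fell from 11.49 to 10.35 and MSMO1 from 11.84 to 10.70, while CYP51A1 (12.11 and 11.25) and DHCR7 (11.86 and 10.86) differed by less than the rule demands. SQLE, which turns squalene into its epoxide, rose from 6.36, below background, to 10.70, at least 12.3-fold, with 15 of 15 probe sets higher. INSIG1, which holds back the pathway's regulator SREBP, fell from 10.36 to 9.13. Genes that rose also lay next to each other more often than a shuffled order gives, with 44 neighbouring pairs against at most 20 in 100 shuffles. Pairs such as FAM111B with FAM111A, MX2 with MX1 and TSPYL5 with CPQ were among them, and 37 remained without distal chromosome 11, HOX, protocadherin and histone genes. Those 37 still hold related genes side by side, such as IFIT2 with IFIT3, OAS1 with OAS3, S100A4 with S100A3 and TUBB2A with TUBB2B. The shuffles do not keep families together, so they cannot tell position from family.

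A segment at the end of chromosome 11, from SCN4B to B3GAT1 in the gene order of GRCh38.p14, had a median difference of 0.44 over the 89 genes above background in at least 1 array, against 0.08 for the other 632 such genes of the chromosome. Chance is argued against by shuffled gene orders, of which 0 of 100 reached the running median of 0.47 over 41 genes (highest 0.35), although a stretch of chromosome 17 also exceeded them with 0.39 and had 0.077 without its 9 HOXB genes. Activation of genes silent in HCT116-WT as the whole source is argued against by genes above background in both arrays, whose lower quartile in the highest window was 0.24, against at most 0.08 in windows chosen alike in shuffled orders. More copies of the segment in HCT116-DKO cannot be told apart from a change of the whole domain caused by the knockout, since DNA copy number was not measured here. The 75 genes above background in both arrays had a median of 0.42 (interval over members 0.35 to 0.48), and 1 extra copy in all cells would be 0.58. The segment's edges were set where the running median of these same differences fell below 0.25. How far array ratios follow copy number was not measured either, so the gap to 0.58 decides nothing. Without the genes of the segment 423 genes rose and 87 fell.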
